A study of Homo sapiens with 6 samples. Its data were reported in "STING enhances cell death through regulation of reactive oxygen species and DNA damage" (2021).

How the data were processed

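FaDu cells expressing Cas9 and carrying the GeCKO v2 guide library, made of parts A and B, were grown as controls or irradiated with 4 daily fractions of 2 Gy. Guide cassettes were amplified from genomic DNA by a PCR of 2 steps and sequenced. The groups and replicate numbers came from the sample titles: 3 control and 3 irradiated libraries, which the study describes as biologically independent replicates.

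The authors aligned reads to the guide sequences with Bowtie, allowing a mismatch, and deposited raw read counts per guide and library, with no normalization. The submitters' processing notes name MAGeCK and the build hg38, with no version given in the sources used here. The table held 121411 guides, and all of its value columns were matched to a sample. It gave guide identifiers and gene symbols; guide sequences and positions were not used here. Gene coordinates came from the RefSeq table of GRCh38, in which 17483 symbols matched directly, 2192 matched through an older symbol of a single gene and 1220 did not match. PCR reads carried no molecular identifiers, so intervals cover counting error only. Total reads per library ranged from 14601749 to 17167449.

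Counts were scaled by size factors from the median of ratios to the geometric mean. Guides with at least 10 reads in at least 3 of the 6 libraries (119073) were tested in edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Standard errors of guides were taken as the size of the log2 fold change over the square root of the F statistic. Genes were tested by a rebuilt form of the MAGeCK procedure, in Python 3.11.15 with scipy 1.17.1. The variance of a guide was modelled from the control libraries, with log2 of variance minus mean linear in log2 of the mean. Each guide's irradiated mean was given upper and lower negative binomial tail probabilities. Guides were ranked by them, and genes were scored by robust rank aggregation over guides with a one-sided p under 0.05. Of the guides ranked, 19.4% had an upper tail under 0.05 and 9.13% a lower tail under 0.05. The tails thus served for ranking and were not calibrated p-values. Gene p-values came from the exact null distribution of the score for uniform ranks, in place of permutations, and were adjusted by Benjamini-Hochberg at 0.05. The exact null was checked against random draws.

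For gene levels and lists, counts scaled by the size factors were put on the log2(CPM + 1) scale and averaged over a gene's guides. These values were fitted in limma 3.58.1, which called 0 genes (1104 at an unadjusted p under 0.05). The 19 lists were fixed before the data were examined and tested by camera with a preset correlation of 0.01, adjusted over lists, then with an estimated correlation and by fry. They were cGAS-STING and interferon signalling, non-homologous end joining, homologous recombination, damage signalling and checkpoint, Fanconi anemia, base excision and single-strand break repair, p53 pathway and apoptosis, KEAP1-NRF2, antioxidant enzymes, oxidant producing enzymes, Hippo and growth suppressors, growth factor signalling, 11q13 genes, mitochondrial complex I, proteasome, ribosomal proteins, splicing and RNA polymerase II, olfactory receptors and microRNAs. Per-library measures were compared by two-sided exact permutation tests.

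The plan had used non-targeting guides as the reference. Of the guides read here, 0 carried such a name, so the 2256 guides against olfactory receptor genes took their place. Named genes followed a rule set before the data were examined. It took genes past the threshold, the 8 genes with the lowest p in each direction, TMEM173 with ATM, BRCA1, BRCA2, PRKDC, MB21D1, TBK1, IRF3 and a further gene that is not reported here, the member of each list with the lowest p in either direction, and the 3 guides with the lowest edgeR p in each direction.

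Alternatives were TMM and total-count scaling, scaling to olfactory receptor guides, other read filters, DESeq2 1.42.0, the replicate number as a block, edgeR p-values in the rank aggregation, variance from all 6 libraries, a one-sided guide p under 0.25, genes with at least 3 guides, counts summed per gene, an estimated correlation, medians over guides, thinning to the smallest library, and leaving out each library and each TMEM173 guide. The tests were run first on simulated data with the means and library sizes of the real ones, with 100 genes raised 2-fold and 100 raised 4-fold, and again with 100 further genes lowered by each amount. Rank aggregation then called 4 and 9 unchanged genes among 20895, and edgeR called 0 unchanged guides. Counts with raised genes were drawn with a single dispersion per arm, the same at every abundance. In the real control libraries the median SD of log2 counts between replicates was 0.608 among the least frequent guides and 0.292 among the most frequent. The simulated recovery therefore need not hold for real guides.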

Results

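The screen measured how often each guide RNA of a genome-wide CRISPR knockout library was found in the DNA of FaDu cells, a head and neck squamous carcinoma line. Control cells (3 libraries) were set against cells given 4 daily fractions of 2 Gy of ionizing radiation (3 libraries). A guide with a larger share of reads after irradiation marks a knockout that became more frequent among the cells, and a guide with a smaller share one that became rarer. The table held read counts for 121411 guides against 20895 genes, of which 1864 were microRNAs. Total reads ranged from 14601749 to 16680836 in control libraries and from 14816598 to 17167449 in irradiated libraries. That is a mean of 128 ± 8.58 reads per guide in control libraries and 131 ± 9.84 in irradiated libraries (SD, n = 3 each).

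The first question was how well the library was kept in each arm. Irradiated cells carried a less even and less complete set of knockouts than control cells at a similar mean depth. Guides with at least 1 read made up 99.6 ± 0.106% of the library in control cells and 98.2 ± 0.509% in irradiated cells (SD, n = 3 each). A mean of 489 ± 129 guides had 0 reads in a control library and 2166 ± 618 in an irradiated library (SD, n = 3 each). The read count at the 90th percentile of guides was 8.89 ± 0.480 times that at the 10th percentile in control cells and 18.01 ± 2.23 times in irradiated cells (SD, n = 3 each). The Gini index of log counts, which is 0 when all guides are equally frequent, was 0.109 ± 0.00379 and 0.149 ± 0.00758. With libraries thinned to the smallest total, irradiated minus control was -1.429 percentage points for guides detected and 0.04095 for the Gini index. For the share of guides detected and for the Gini index, the 3 irradiated libraries lay entirely on one side of the 3 control libraries. The two-sided exact permutation test gave p = 0.1 for both, the smallest value that 3 against 3 libraries allow.

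**Figure D1:**
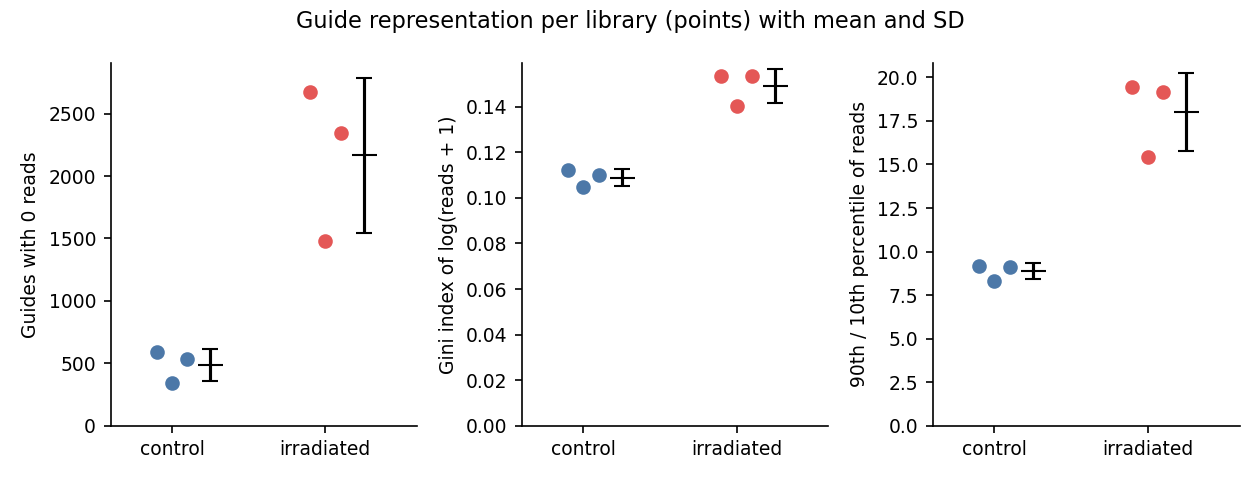
Guides with 0 reads, Gini index of log(reads + 1) and ratio of the 90th to the 10th percentile of reads, with 1 point per library and the mean with SD beside each group of 3. In each panel the irradiated libraries lie above the control libraries, with 489 guides at 0 reads on average in control and 2166 in irradiated cells.

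Irradiated replicates also differed more from each other. The correlation of log2 counts across guides was 0.770 to 0.799 between control libraries, 0.660 to 0.752 between control and irradiated libraries, and 0.579 to 0.602 between irradiated libraries (guides are not independent replicates). The common dispersion estimated by edgeR corresponded to a coefficient of variation between replicates of 34.8% in control cells and 66.3% in irradiated cells. The median SD of log2 counts between replicates was 1.87 times as large in irradiated as in control cells among the 40465 most frequent guides and 1.88 times among the 40465 least frequent. Guides against ribosomal and proteasome genes, which proliferating cells need, stood below guides against olfactory receptor genes, which serve the sense of smell. The difference in median log2(CPM + 1), where CPM is counts scaled to the library total, was -0.80 ± 0.03 in control cells and -0.94 ± 0.04 in irradiated cells (SD, n = 3 each). The gap between the arms was -0.13 on the log2 scale, with p = 0.1 in the two-sided exact permutation test, again the smallest possible.

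The main question was which gene knockouts gained or lost frequency after irradiation. Guides against TMEM173 were enriched in irradiated cells, and TMEM173 was the 1 gene of 20895 past the threshold. TMEM173 (current symbol STING1; GRCh38, chromosome 5, 139475533 to 139482758) encodes STING, the adaptor that signals after cGAS senses DNA in the cytosol. Of its 6 guides, 5 had higher and 1 had lower mean log2 counts after irradiation, with a median log2 fold change over guides of 1.14. On the log2(CPM + 1) scale of the gene-level fit, the gene's mean log2 fold change was 0.79 ± 0.19 (SE from limma, n = 3 per arm), rank 4 among all genes, and 3 of 3 irradiated libraries lay above the control mean. Limma did not call the gene, with an adjusted p of 0.917. By robust rank aggregation with its exact null distribution, TMEM173 had p = 9.37e-07 and a Benjamini-Hochberg adjusted p of 0.0196. No gene was called depleted. At an unadjusted p under 0.05, 1115 genes were enriched and 1101 depleted by rank aggregation, where 5% of the genes tested is 1045.

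The guide with the lowest edgeR p in the whole library was also against TMEM173. HGLibA_50063 had 378 ± 54.5 normalized reads in control cells and 1063 ± 150 in irradiated cells (SD, n = 3 each), a log2 fold change of 1.49 ± 0.24 (SE). HGLibA_50062 went from 84.0 ± 11.5 to 213 ± 76.7 normalized reads, HGLibA_50064 from 356 ± 133 to 621 ± 136, and HGLibB_50002 from 53.7 ± 23.7 to 138 ± 51.9 (SD, n = 3 each). In these 4 guides every irradiated library exceeded every control library. HGLibB_50004 averaged 138 ± 39.3 normalized reads in control and 352 ± 291 in irradiated cells, and 2 of 3 irradiated libraries lay above the control mean. HGLibB_50003 ran the other way, with 253 ± 39.96 and 150 ± 82.0 normalized reads, and 3 of 3 irradiated libraries lay below the control mean. The TMEM173 call was lost without control replicate 3 or irradiated replicate 1, 2 or 3 (adjusted p from rank aggregation 0.345, 0.301, 0.485 and 0.598), without HGLibA_50062, HGLibA_50064 or HGLibB_50004 (0.22 each) or HGLibA_50063 (0.218), and by edgeR on counts summed per gene (0.284). On log2 normalized reads, scaled by the median of ratios, the mean log2 fold change of the 6 guides was 0.85 with everything kept and 0.72 to 1.20 with a library or guide left out, and the call was kept without control replicate 1 or 2, HGLibB_50002 or HGLibB_50003 (adjusted p 0.00518, 0.0244, 0.0162 and 0.00283).

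**Figure D2:**
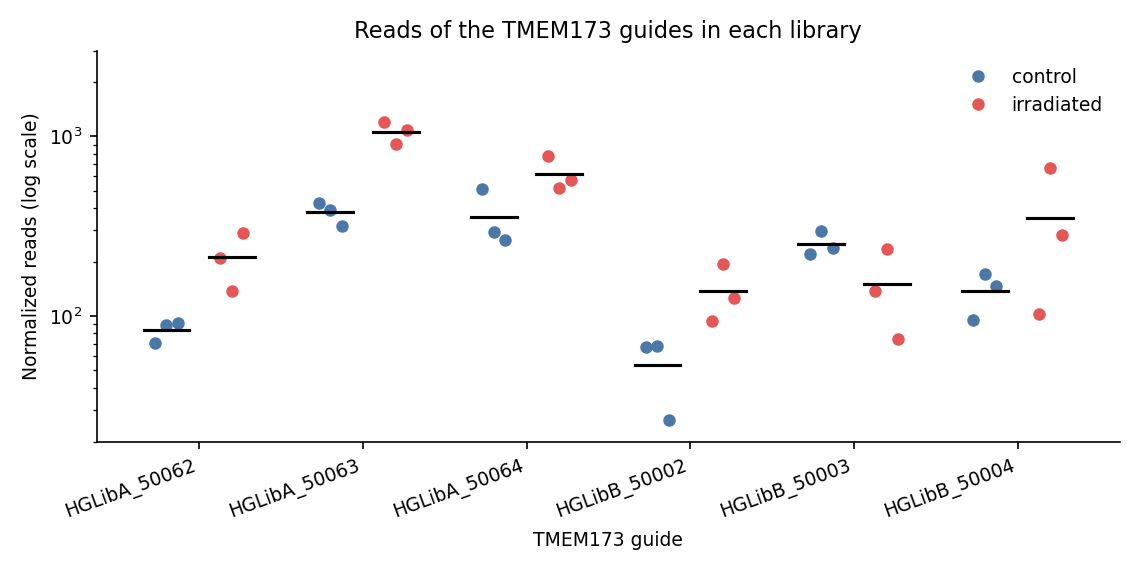
Normalized reads (log axis) of the 6 TMEM173 guides in the control and irradiated libraries, with 1 point per library and a bar at the mean of each group of 3. Mean reads were higher after irradiation for 5 guides, from 378 to 1063 for HGLibA_50063, and lower for HGLibB_50003, from 253 to 150.

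The genes ranked next for enrichment did not pass the test. AQP6, a water channel of intracellular membranes, had 6 of 6 guides higher and a mean log2 fold change of 0.74 ± 0.23 (SE). Its adjusted p was 0.109 by rank aggregation. The AQP6 values by replicate number were 1.52, 0.11 and 0.61, with 3 of 3 irradiated libraries above the control mean. The AQP6 guide with the lowest upper tail, HGLibB_02600, had 59, 71 and 101 reads in control replicates 1, 2 and 3. That guide had 609, 51 and 61 reads in the irradiated replicates, and only irradiated replicate 1 lay above its control mean. USP51, a deubiquitinase that acts on histone H2A, and AHCTF1, a nucleoporin, also had 6 of 6 guides higher. Their mean log2 fold changes were 0.75 ± 0.22 and 0.67 ± 0.20 (SE), with adjusted p-values of 0.306 and 0.528 by rank aggregation. BIN2 (0.58 ± 0.21, adjusted p 0.223) and XCR1, a chemokine receptor (0.54 ± 0.19, adjusted p 0.306), had 5 of 6 guides higher. FCGR2B and ZNF480 each had an adjusted p of 0.223, with 2 of 6 and 3 of 6 guides higher, so their ranks came from a minority or an even share of their guides.

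The lowest adjusted p for depletion by rank aggregation was 0.483, shared by SAMD4B, CC2D2A, MTF1, PTMA and DCTN2. PTMA, which encodes prothymosin alpha, had 6 of 6 guides lower and a mean log2 fold change of -0.87 ± 0.17 (SE). SAMD4B, an RNA-binding protein, and CC2D2A, a protein of the ciliary transition zone, also had 6 of 6 guides lower, at -0.84 ± 0.27 and -0.81 ± 0.18. MTF1, the metal-responsive transcription factor, had 5 of 6 guides lower (-0.63 ± 0.20), and DCTN2, a dynactin subunit, 4 of 6 (-0.59 ± 0.18). LGSN (-0.76 ± 0.21), SPATS2L (-0.50 ± 0.18) and SEC24A (-0.36 ± 0.22) each had 5 of 6 guides lower and an adjusted p of 0.533. In all 8 of these genes the 3 irradiated libraries lay below the control mean. The SEC24A rank came from a single guide, HGLibB_43176, which alone among its guides had a lower negative binomial tail under 0.05. That guide had 49, 122 and 670 reads in control replicates 1, 2 and 3, and 20, 48 and 40 in the irradiated replicates. Rank aggregation on counts simulated at the real means and library sizes recovered 22 of 100 genes whose 6 guides were lowered 2-fold and 100 of 100 lowered 4-fold. For genes raised 2-fold and 4-fold, simulated with a single dispersion per arm, it recovered 43 and 100 of 100.

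**Figure D3:**
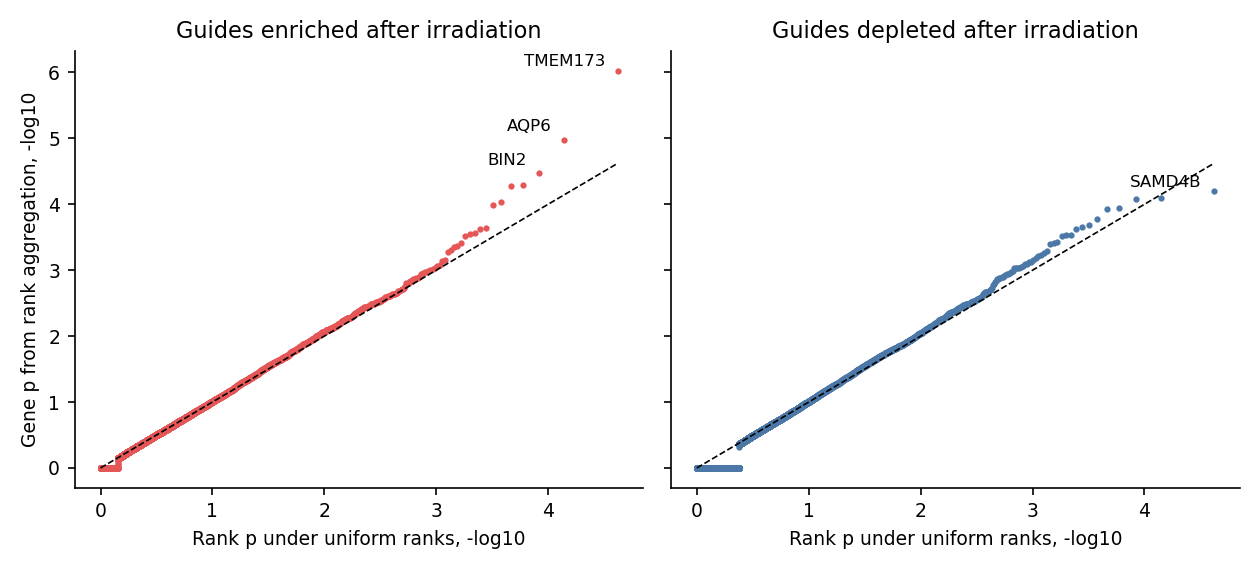
Gene p-values from rank aggregation against those given by uniform ranks, both as -log10, for enrichment (left) and depletion (right), with 1 point per gene and a dashed line of equality. TMEM173 stands highest at p = 9.37e-07 from the exact null distribution, and the depleted side has no gene past an adjusted p of 0.05.

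Single guides were also tested by edgeR's quasi-likelihood method, which called 0 of 119073 guides in either direction at an adjusted p of 0.05. At an unadjusted p under 0.05 it gave 3919 guides higher and 1687 lower, a split that turned to 1998 and 3009 with total-count scaling, and DESeq2 called 16 higher and 5 lower after adjustment. After the TMEM173 guide HGLibA_50063, the lowest edgeR p-values among guides with higher counts belonged to guides against ITGA3, the integrin alpha 3 subunit, and TDRD12, a germline tudor-domain protein. HGLibB_23697 against ITGA3 had 159 ± 1.09 and 545 ± 127 normalized reads (SD, n = 3 each), and HGLibA_48902 against TDRD12 had 1.26 ± 1.41 and 90.5 ± 36.0. Among guides with lower counts, HGLibB_11227 against CRY1, a repressor of the circadian clock, had 140 ± 31.6 normalized reads in control and 13.6 ± 1.15 in irradiated cells. HGLibB_24096 against KCNA2, a potassium channel gene, had 136 reads over the control libraries and 0 over the irradiated libraries, a ratio of 0 to 3% after scaling (95% exact interval, for counting error only). HGLibA_40658 against RBX1, the RING subunit of cullin ubiquitin ligases, had 145 and 2 reads, a ratio of 1.51% after scaling (95% exact interval 0.181 to 5.54%, for counting error only). The adjusted p of each of these 6 guides was 0.975 by edgeR. DESeq2 called 5 of them, with adjusted p-values of 0.000706 for the TMEM173, TDRD12 and CRY1 guides, 0.00117 for the ITGA3 guide and 0.0162 for the KCNA2 guide. On counts simulated with a single dispersion per arm, the edgeR test recovered 0 of 100 single guides raised 4-fold and 0 of 100 raised 8-fold. The edgeR count of 0 therefore says little about guides raised by these amounts.

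Genes of the DNA damage response were examined as lists fixed in advance, because the screen was built to find determinants of survival after DNA damage. No list passed camera's test at an adjusted p of 0.05: 0 of 19 lists were called, and 3 had an unadjusted p under 0.05. ATM, BRCA1, BRCA2 and PRKDC, known radiation response genes named by the study, were not called. The mean log2 fold change was -0.11 ± 0.17 for ATM, -0.21 ± 0.18 for BRCA1, 0.14 ± 0.18 for BRCA2 and -0.24 ± 0.18 for PRKDC (SE), with adjusted p-values of 1 in both directions by rank aggregation. In the list of damage signalling and checkpoint genes, 17 of 26 genes had a log2 fold change below 0 and 9 above, with a median of -0.10 (camera p = 0.0208, adjusted p = 0.198, and adjusted p = 0.553 with an estimated correlation). Its member with the lowest p was RNF168, a ubiquitin ligase that marks chromatin at double-strand breaks, at -0.44 ± 0.19 with 3 of 6 guides lower. RNF168 had an adjusted p for depletion of 0.634 over all genes and was the 1 gene of this list called when p-values were adjusted over the list alone. That adjustment was made in each of the 19 lists and in both directions, with no correction across them, so some calls can arise by chance. The median log2 fold change over the RNF168 guides was -0.02. Among the 17 genes of non-homologous end joining, 13 were below 0 (median -0.07, camera adjusted p = 0.391, and adjusted p = 0.707 with an estimated correlation). DCLRE1C, the Artemis nuclease, stood at -0.69 ± 0.18 with 4 of 6 guides lower and an adjusted p for depletion of 0.804 by rank aggregation. By fry, the end joining list had an adjusted p of 0.0297 over the 19 lists. Fry asks only whether a list's members move on balance one way and does not set them against other genes. Fry's unadjusted p was also under 0.05 for the Fanconi anemia, ribosomal protein, splicing and microRNA lists, each with an adjusted p of 0.19. The 22 homologous recombination genes were split 11 and 11 (camera adjusted p = 0.657). The Fanconi anemia list had 8 of 14 genes below 0 (camera adjusted p = 0.796), and the base excision and single-strand break repair list 11 of 18 (camera adjusted p = 0.958). The members of these 3 lists with the lowest p were EME1 (-0.47 ± 0.21), FANCE (-0.45 ± 0.23) and NEIL3 (0.54 ± 0.19), with adjusted p-values of 0.878, 0.883 and 0.834 by rank aggregation.

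STING's pathway was not called as a group. Of the 28 genes of cGAS-STING and interferon signalling, 15 had a log2 fold change below 0 and 13 above (median -0.05, camera adjusted p = 0.958). TMEM173 was the 1 member called, over all genes and adjusted over the list alone; the study chose this gene on these samples, so the second count is not independent evidence. Guides against the partners of STING gave no call. MB21D1, which encodes cGAS, was at -0.20 ± 0.24 (adjusted p for depletion 1), and IRF3, the transcription factor of the pathway, at 0.04 ± 0.24 (adjusted p for enrichment 1). TBK1, the kinase that STING recruits, was at 0.28 ± 0.18 with 5 of 6 guides higher and an adjusted p for enrichment of 0.834 by rank aggregation.

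Genes that cells need for growth were more often below than above 0, without passing the test, as were the reference genes for olfactory receptors (214 of 376). Ribosomal protein genes were below 0 in 49 of 72 cases, with a median of -0.07 (limma's camera adjusted p = 0.198). Splicing and RNA polymerase II genes were below 0 in 21 of 28 cases (median -0.07, camera adjusted p = 0.201), and proteasome genes in 20 of 30 (median -0.12, camera adjusted p = 0.254). With an estimated correlation these adjusted p-values were 0.553, 0.553 and 0.707. Examples were SF3A1, a splicing factor (-0.38 ± 0.18), and PSMB7, a catalytic proteasome subunit (-0.61 ± 0.20), while RPL13 was at 0.12 ± 0.23. The adjusted p for depletion by rank aggregation was 0.804 for SF3A1 and 0.878 for PSMB7. For RPL13 the values by replicate number were -0.14, -0.23 and 0.72, and 1 of 3 irradiated libraries lay above the control mean. Mitochondrial complex I genes were below 0 in 20 of 29 cases (camera adjusted p = 0.657), and NDUFB9 was at -0.71 ± 0.20 with an adjusted p for depletion of 0.834 by rank aggregation. Among p53 pathway and apoptosis genes 13 of 22 were below 0 (camera adjusted p = 0.657). APAF1, the scaffold of the apoptosome, had 5 of 6 guides lower and stood at -0.70 ± 0.19, with an adjusted p for depletion of 0.634 over all genes. It was the 1 gene of its list called when adjusted over the list alone, again with no correction across lists and directions.

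**Figure D4:**
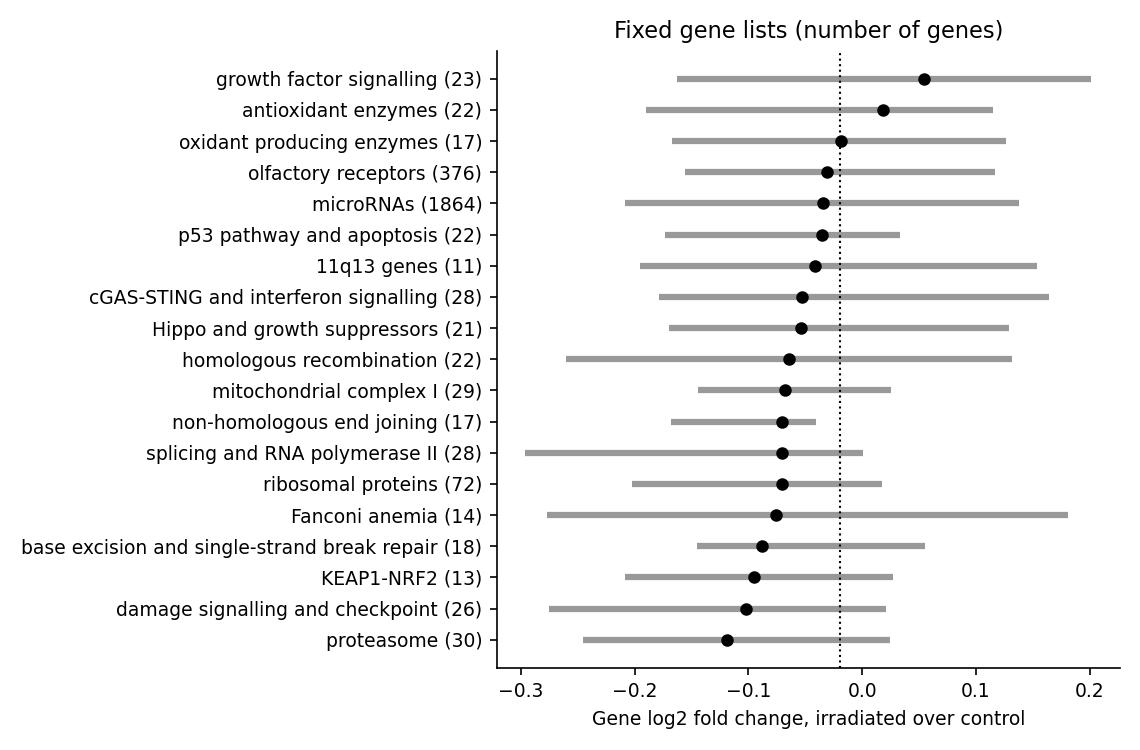
Median (point) and interquartile range (bar) of gene log2 fold changes, irradiated over control, for the 19 fixed lists with the number of genes in each, and a dotted line at the median of all genes. The proteasome list had the lowest median at -0.12 and growth factor signalling the highest at 0.05, and 0 of 19 lists passed the test.

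The remaining lists were not called either, and the median of all genes was -0.02. Genes of the KEAP1-NRF2 oxidant response were below 0 in 9 of 13 cases (camera adjusted p = 0.928), although NFE2L2, its transcription factor, had 6 of 6 guides higher at 0.58 ± 0.20 (adjusted p for enrichment 0.888). Antioxidant enzymes were below 0 in 10 of 22 cases (TXN 0.07 ± 0.19), and oxidant producing enzymes in 9 of 17 (NOX1 -0.02 ± 0.20); both lists had a camera adjusted p of 0.958. Hippo and growth suppressor genes were split 11 below and 10 above (camera adjusted p = 0.958), and NF1 was at 0.36 ± 0.25 with an adjusted p for enrichment of 0.834. The NF1 value came mostly from replicate 3, with -0.13, 0.17 and 1.04 by replicate number. Growth factor signalling genes were above 0 in 13 of 23 cases (camera adjusted p = 0.657), and genes of the 11q13 region in 5 of 11 (camera adjusted p = 0.958). EGFR was at 0.35 ± 0.24 with an adjusted p for enrichment of 0.834, and ANO1 at -0.32 ± 0.19 with an adjusted p for depletion of 0.878. Guides against 376 olfactory receptor genes, used as a reference, were below 0 in 214 cases (median -0.03, camera adjusted p = 0.958), and those against 1864 microRNAs in 1038 (median -0.03, camera adjusted p = 0.954). OR2AT4 was at 0.57 ± 0.19 and hsa-mir-1291 at 0.71 ± 0.19 with 4 of 4 guides higher, each with an adjusted p for enrichment of 0.821 by rank aggregation. Outside the lists of TMEM173, RNF168 and APAF1, adjusting over the list alone called 0 genes. In the lists of cGAS-STING, base excision, oxidant producing enzymes, 11q13 and olfactory receptors, the median lay below 0 while camera placed the members slightly above other genes.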

Values the study reported

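The study described its guide library as 123,411 gRNAs against 19,050 genes and found more than 90% of the gRNAs in every sample. Cells were harvested 14 days after the last dose. For TMEM173 it gave an FDR-corrected P-value of 0.005 in irradiated against unirradiated cells, at a threshold of 0.05.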

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

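Scaling to olfactory receptor guides and merging rows of the same guide were chosen after seeing the data; scaling to non-targeting guides was not run, because 0 of the guides read here carried that name. TMEM173 remained the gene called enriched under TMM, total-count and olfactory receptor scaling, the filter of 10 reads, variance from all 6 libraries, a one-sided guide p under 0.25, genes with at least 3 guides, merged rows and edgeR p-values, with adjusted p from 0.00263 to 0.0207. Leaving out single libraries gave 0 to 1 genes enriched and an adjusted p of 0.00518 to 0.598 for TMEM173, with fewer libraries in each such test, and its rank among genes ran from 1 to 12. Counts summed per gene gave 0 genes enriched (651 at an unadjusted p under 0.05 in edgeR) and 0.284 for TMEM173; the cause was not tested. Without HGLibA_50062, HGLibA_50063, HGLibA_50064 or HGLibB_50004, with 5 guides left, its adjusted p was 0.22, 0.218, 0.22 and 0.22; without HGLibB_50002 or HGLibB_50003 it was 0.0162 and 0.00283. Genes depleted stayed at 0 under every alternative run, and lists shifted at 0 under every alternative of camera, while fry, which asks another question, gave the end joining list an adjusted p of 0.0297. DESeq2 called 16 guides enriched and 5 depleted where edgeR called 0 under all of its alternatives; the cause was not tested. Total-count scaling moved the median guide from 0.09 to -0.06 (log2) and turned the split at an unadjusted p under 0.05 from 3919 higher and 1687 lower to 1998 and 3009. The direction of 9 of the 19 lists changed under some alternative, under total-count scaling for olfactory receptors and microRNAs; ribosomal, proteasome, splicing, damage signalling and end joining lists kept theirs. None of the 41 other named genes passed the threshold under any alternative run. The differences in guides detected, evenness and essential guides kept their direction in every alternative run, in designs too small to pass a threshold. Replicate numbers were not treated as pairs: the methods take the unirradiated cells from the same experiment but do not say that equal numbers mark it. Deviations from the group means correlated at 0.080 to 0.123 between libraries of the same number, and each library correlated best with its own number (others -0.0605 to -0.0285), a hint from the data that they do. With the replicate block, edgeR still called 0 guides and camera 0 lists. Rank aggregation took the block only together with edgeR p-values, and then called 1 gene enriched, TMEM173 at 0.000757 (0.00263 with edgeR p-values and no block), and 0 depleted. With the block, differences between the arms were -1.38 percentage points for guides detected, 0.0401 for the Gini index and -0.13 for essential guides (exact sign-flip test p = 0.25, the smallest possible). At this depth, a 2-fold change of all 6 guides was recovered in 43 of 100 simulated genes when raised and 22 of 100 when lowered. The simulated dispersion of raised genes did not vary with abundance as the real spread did.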

Other observations

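In this part the tests of single irradiated libraries, of depth and of paired rows were chosen after their results were seen. The guides called by DESeq2 and named next were chosen after their values were seen.

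DESeq2 called 16 guides higher after irradiation, among them guides against NF1, PLAGL1 and ZNF292. HGLibA_31759 against NF1, which encodes the RAS inhibitor neurofibromin, had 134 ± 39.8 normalized reads in control and 469 ± 128 in irradiated cells (SD, n = 3 each), with a DESeq2 adjusted p of 0.0162. At gene level NF1 had 5 of 6 guides higher and an adjusted p of 0.834 by rank aggregation. HGLibB_36907 against PLAGL1, a zinc finger transcription factor, went from 130 ± 15.9 to 433 ± 125 (DESeq2 adjusted p 0.0162), and HGLibA_55760 against ZNF292 from 89.0 ± 42.4 to 352 ± 51.0 (DESeq2 adjusted p 0.0235). In each of these 3 guides the 3 irradiated libraries lay above the control mean. The 5 guides that DESeq2 called lower were against CRY1, KCNA2, DNAH12, VMO1 and WNK3, and edgeR gave all of these guides an adjusted p of 0.975.

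Losses were seldom shared between irradiated replicates. Of 99879 guides with at least 30 reads in every control library, 503 were at 0 in at least 1 irradiated library. Losses were uneven, with 268 in irradiated replicate 1, 52 in irradiated replicate 2 and 197 in irradiated replicate 3, and the count of 503 was 248 without irradiated replicate 1 and 317 without irradiated replicate 3. The loss of a guide in a pair of irradiated libraries was seen 15 times, where independent loss at the same abundance gives 4.29. The guide against KCNA2 was the 1 guide lost in all 3.

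The adjusted p of TMEM173 here was 0.0196. That is higher than the value quoted from the study above. The procedure was rebuilt here, and its alternatives by rank aggregation with all 6 libraries and all 6 TMEM173 guides gave 0.000757 to 0.0207.

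TMEM173 guides were higher after irradiation. The tables argue against a single guide as the source: with each guide left out in turn, the mean of the other 5 lay at a percentile of 99.7 or higher among 10000 random sets of 5 guides. The call was still lost without HGLibA_50062, HGLibA_50063, HGLibA_50064 or HGLibB_50004 (adjusted p from rank aggregation 0.22, 0.218, 0.22 and 0.22). The gene was chosen on these same data, so these percentiles say nothing about chance. A single irradiated library as the sole source is also argued against by ranks of 2, 12 and 1 among 20895 genes without replicate 1, 2 or 3, although each of these leave-outs ended the call (adjusted p 0.301, 0.485 and 0.598); the test first planned, its percentile by replicate number, gave 92.7, 99.4 and 98.7, and the lowest of these decided nothing by the bounds set for it. Chance stays open from these counts alone, and why HGLibB_50003 ran the other way was not tested. Outside the screen, the paper reports that separate STING knockouts in FaDu cells survived fractionated radiation better. It also reports that STING over-expression restored their sensitivity, and that silencing STING in another line raised survival. Those experiments were not re-analyzed here.

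Other splits of the 6 libraries into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split called 1 gene enriched and the highest of the other splits 0, so 1 of 10 splits gave as many. For guides changed, genes depleted and lists shifted, the real split and the highest of the others both called 0; every split matches a count of 0 by construction (10 of 10), so the splits say nothing about these results.

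The wider spread of irradiated libraries has a candidate explanation in independent loss and outgrowth of cells in each replicate. Log2 fold changes from replicate numbers that share no library correlated across guides at no more than 0.0024, where a shared response of guides would raise the value. Lower depth is argued against, because irradiated libraries held on average 102% of the reads of control libraries. Selection for the targeted gene accounts for little of it: the intraclass correlation of guides within genes was 0.0106, with a highest value of 0.0064 in 100 shuffles. Uneven amplification by PCR was not tested and stays open, and the excess of shared losses goes beyond independent loss.

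The table lists each guide of 18 genes in a pair of rows with the prefixes X and Y, which would count the same guide again in a rank aggregation. Over 108 such pairs the rows differed by no more than counting noise, with a chi-square per degree of freedom of 0.959, against 12.9 between different guides of the same genes. Reads of a single guide divided between rows are a candidate explanation, and no biological explanation was tested. Merging the rows left the TMEM173 adjusted p at 0.0197 and added no gene.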
